# Semaphorin 3G exacerbates joint inflammation through the accumulation and proliferation of macrophages in the synovium

**DOI:** 10.1186/s13075-022-02817-7

**Published:** 2022-06-04

**Authors:** Jumpei Shoda, Shigeru Tanaka, Keishi Etori, Koto Hattori, Tadamichi Kasuya, Kei Ikeda, Yuko Maezawa, Akira Suto, Kotaro Suzuki, Junichi Nakamura, Yoshiro Maezawa, Minoru Takemoto, Christer Betsholtz, Koutaro Yokote, Seiji Ohtori, Hiroshi Nakajima

**Keywords:** Rheumatoid arthritis, Semaphorin, Macrophage, Neuropilin-2, Methotrexate

## Abstract

**Objectives:**

Methotrexate (MTX) is an anchor drug for the treatment of rheumatoid arthritis (RA). However, the precise mechanisms by which MTX stalls RA progression and alleviates the ensuing disease effects remain unknown. The aim of the present study was to identify novel therapeutic target molecules, the expression patterns of which are affected by MTX in patients with RA.

**Methods:**

CD4^+^ T cells from 28 treatment-naïve patients with RA before and 3 months after the initiation of MTX treatment were subjected to DNA microarray analyses. The expression levels of semaphorin 3G, a differentially expressed gene, and its receptor, neuropilin-2, were evaluated in the RA synovium and collagen-induced arthritis synovium. Collagen-induced arthritis and collagen antibody-induced arthritis were induced in semaphorin3G-deficient mice and control mice, and the clinical score, histological score, and serum cytokines were assessed. The migration and proliferation of semaphorin 3G-stimulated bone marrow-derived macrophages were analyzed in vitro. The effect of local semaphorin 3G administration on the clinical score and number of infiltrating macrophages during collagen antibody-induced arthritis was evaluated.

**Results:**

Semaphorin 3G expression in CD4^+^ T cells was downregulated by MTX treatment in RA patients. It was determined that semaphorin 3G is expressed in RA but not in the osteoarthritis synovium; its receptor neuropilin-2 is primarily expressed on activated macrophages. Semaphorin3G deficiency ameliorated collagen-induced arthritis and collagen antibody-induced arthritis. Semaphorin 3G stimulation enhanced the migration and proliferation of bone marrow-derived macrophages. Local administration of semaphorin 3G deteriorated collagen antibody-induced arthritis and increased the number of infiltrating macrophages.

**Conclusions:**

Upregulation of semaphorin 3G in the RA synovium is a novel mechanism that exacerbates joint inflammation, leading to further deterioration, through macrophage accumulation.

## Introduction

Rheumatoid arthritis (RA) is an autoimmune disease characterized by chronic destructive synovial inflammation. Recent advances in RA treatment have improved overall therapeutic outcomes. However, a substantial number of patients do not achieve remission even when biologic disease-modifying anti-rheumatic drugs (biologic DMARDs, bDMARDs) or target synthetic DMARDs (tsDMARDs) accompanied by methotrexate (MTX) are used [1]. Additionally, these drugs cause a heightened risk of serious infections [2, 3]. This is partly because bDMARDs, tsDMARDs, and MTX inhibit the activation of a wide variety of immune cells. In this regard, it is crucial to select target pathways to reduce the severity and frequency of adverse events while guaranteeing the efficacy of RA treatment strategies.

MTX is an anchor drug for RA treatment [4, 5]. MTX is a folate derivative that inhibits nucleotide synthesis, resulting in decreased immune cell proliferation [6]. Furthermore, several studies revealed other mechanisms by which MTX suppresses immune responses [7–10]. For example, MTX inhibits 5-aminoimidazole-4-carboxamide ribonucleotide (AICAR) transferase (ATIC), causing the accumulation of intracellular AICAR. AICAR accumulation promotes adenosine release and diminishes inflammation [10]. However, further understanding of the pharmacological action of MTX is required. Therefore, we aimed to analyze the molecular mechanisms improving RA pathology and identify novel therapeutic targets.

Herein, we examined the gene-expression profiles of peripheral blood CD4^+^ T cells in 28 treatment-naïve RA patients before and after MTX treatment and evaluated the roles of one of the differentially expressed genes, semaphorin 3G (Sema3G), in murine experimental arthritis models.

## Methods

### Patients

Twenty-eight patients who fulfilled the American College of Rheumatology 1987 revised criteria for the classification of RA and who had never received any DMARDs were recruited for DNA microarray analysis. MTX treatment was initiated for these patients as standard clinical care. Patient characteristics are listed in Table 1. For Sema3G detection, eight RA and eight osteoarthritis (OA) patients who underwent joint surgery were recruited, and the synovium was trimmed from the surgical specimen. The procedure was approved by the Ethics Committee of Chiba University (reference numbers 872 and 3880) and written informed consent was obtained in accordance with the Declaration of Helsinki.

**Table 1:** Patient characteristics

Variables	Treatment naïve RA (*n* = 28)
Age, median (IQR) years	59.5 (47.5–67)
Female, *n* (%)	20 (71.4)
Disease duration, median (IQR) months	7 (3–24)
RF positive, *n* (%)	25 (89.2)
ACPA positive, *n* (%)	26 (92.9)
Maximum dose of MTX, median (IQR) mg/week	10 (8–11)
Dose of prednisolone at baseline, median (IQR) mg/day	0 (0–0)
ESR, median (IQR) mm/h pre-treatment	31 (14–46)
ESR, median (IQR) mm/h post-treatment	11 (9–27)
CRP, median (IQR) mg/dl pre-treatment	0.7 (0.3–1.5)
CRP, median (IQR) mg/dl post-treatment	0.1 (0.1–0.4)
DAS28-ESR, median (IQR) pre-treatment	4.21 (3.83–5.02)
DAS28-ESR, median (IQR) post-treatment	2.54 (2.02–4.39)

*IQR* Inter-quartile range, *RF*, Rheumatoid factor, *ACPA* Anti-cyclic citrullinated protein antibody, *MTX* Methotrexate, *ESR* Erythrocyte sedimentation rate, *CRP* C-reactive protein, *DAS28* Disease Activity Score 28

### Mice

C57BL6/J mice were purchased from Japan CLEA. Sema3G-deficient (Sema3G^-/-^) mice have been described previously [11]. Mice were housed in specific pathogen-free facilities. All animal experiments were conducted in accordance with the Animal Care and Use Committee of Chiba University.

### Collagen-induced arthritis and collagen antibody-induced arthritis

For collagen-induced arthritis (CIA), 8- to 12-week-old mice were immunized intradermally at the base of the tail with 100 μl of chicken type II collagen (10 μg/ml) (Chondrex) emulsified with complete Freund’s adjuvant (20 μg/ml *Mycobacterium butyricum*) (Chondrex). Three weeks later, the mice received the same immunization. After the second immunization, the clinical scores were recorded three times a week. For collagen antibody-induced arthritis (CAIA), 8- to 12-week-old mice received an intravenous injection of 100 μl ArthritoMab (MD Bioproducts). On day 4, mice were intraperitoneally injected with 100 μg LPS. The clinical scores were recorded daily. Clinical symptoms were graded based on the following criteria: 0 = no joint swelling; 1 = mild joint swelling/erythema of the ankle, wrist, or digit; 2 = moderate joint swelling; 3 = severe joint swelling; and 4 = severe joint swelling with ankylosis. The clinical scores were obtained by summing the scores for each limb.

### Antibodies

Anti-Sema3G polyclonal antibodies were purchased from MyBioSource. Anti-neuropilin2 (Nrp2) polyclonal antibodies conjugated with FITC were purchased from Alomone Labs (#ANR-062). BV785- or BV421-conjugated anti-CD45 (104), PerCP-Cy5.5-conjugated anti-CD3ε (145-2C11), APC-conjugated anti-B220 (RA3-6B2), BV421-conjugated anti-CD11b (M1/70), BV711-conjugated anti-F4/80 (BM8), PE-conjugated anti-CD86 (GL-1), PerCP-Cy5.5-conjugated anti-MHC-II (M5/114.15.2), and Zombie Aqua were purchased from BioLegend.

### Recombinant Fc-tagged Sema3G production

The Sema3G expression vector has been described previously [12]. The vector was transfected into 293T cells using Lipofectamine LTX (Thermo Fisher Scientific). Cells were cultured in DMEM supplemented with ultra-low IgG FBS (Gibco). The culture supernatant was collected and dialyzed using Amicon Ultra 100 K (Merck). The dialyzed supernatant was further purified with a Protein G column (Cytiva), and the buffer was exchanged with PBS. Sema3G production was confirmed by Coomassie blue staining and western blotting.

### Immunohistochemistry

Formalin-fixed, paraffin-embedded samples were subjected to Sema3G immunostaining. After dewaxing and rehydration, the samples were boiled in 0.01M citric acid buffer (pH6.0) for 10 min. The samples were then washed and blocked in 3% bovine serum albumin (BSA) solution, followed by an overnight primary antibody reaction (antibody dilution rate = 1:50). After washing, the samples were subjected to secondary antibody staining and visualization with DAB using a liquid DAB substrate/chromogen system (DACO).

### Bone marrow-derived macrophage culture

Bone marrow cells were cultured in the presence of recombinant M-CSF (50 ng/ml) (Pepro Tech) to prepare bone marrow-derived macrophages (BMMs). For Nrp2 expression analysis, BMMs were stimulated with 100 ng/ml LPS (Sigma Aldrich), 10 ng/ml IFN γ (Pepro Tech), or 20 ng/ml IL-4 (Pepro Tech) for 2 days. For RNA-seq analyses, LPS-stimulated BMMs were cultured in the presence or absence of 100 ng/ml recombinant Sema3G for 18 h. For cell-proliferation analysis, 5×10^4^ BMMs were seeded in a 24-well plate and cultured with or without recombinant Sema3G for 48 h. Cells were incubated with EdU for 2 h, followed by Hoechst 33342 and EdU staining (Click-iT EdU assay; Thermo Fisher Scientific).

### Transwell migration assay

Transwell migration assays were performed as previously described [13]. Briefly, the upper chambers with 8 μm pore size membranes were filled with LPS-stimulated BMMs in 1% FBS-supplemented medium. The lower chambers were filled with 700 mL of 1% FBS-supplemented medium with PBS, Sema3G, or MCP1 (BioLegend), as indicated. After 6-h stimulation, cells on the underside of the membrane were stained with Hoechst.

### Flow cytometry

Joint-infiltrating cells were isolated as described previously [14]. Cells were first stained with Zombie Aqua to exclude dead cells from the analyses and subsequently incubated with anti-CD16/32 antibody (BioLegend) to block Fc receptors. The samples were then stained with antibodies against CD45, CD3ε, B220, CD11b, F4/80, and Nrp2 at 4°C for 30 min. For the evaluation of BMMs, adhered cells were detached using 5 mM EDTA in PBS and then stained with anti-Nrp2 antibody. The samples were analyzed on a Canto II or Fortessa X-20 (BD Biosciences).

### Microarray analysis

Peripheral blood samples were prepared from MTX-treated patients, as previously described [15], and CD4^+^ T cells were further enriched using a human CD4^+^ T cell isolation kit (Miltenyi) [16–18]. The purity of the CD4^+^ T cells was > 95%. Total RNA was extracted using Isogen solution (Nippon Gene). DNA microarray analysis was performed using a Quick Amp labeling kit and Whole Human Genome DNA Microarray 4× 44 K, according to the manufacturer's protocol (Agilent). The signal intensity was normalized by adjusting the data to the 75th percentile. The linear models for microarray data (Limma) package of the R project were used to identify candidate probes [19].

### RNA-seq analysis

Total RNA was purified using the TRIzol reagent. RNA-seq libraries were prepared using a QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina and UMI Second Strand Synthesis Module for QuantSeq FWD (Lexogen). Sequencing was performed on an Illumina NexSeq500 (Illumina) in 75-base single-end mode. The obtained reads were mapped to the mm10 genome and UMI counts were measured using Strand NGS (Agilent). Expression data were normalized, and differentially expressed genes were identified using the EdgeR software.

### ELISA

The serum levels of IL-6 and TNFα were measured using a mouse ELISA MAX Standard IL-6 kit (BioLegend) and a mouse ELISA MAX Standard TNFα kit (BioLegend).

### Statistical analyses

An unpaired, paired *t*-test or one-way analysis of variance (ANOVA) was used for data analysis using Prism9 (GraphPad). Clinical scores were assessed using a two-way ANOVA test. Statistical significance was set at *P* < 0.05.

### Data availability

Microarray and RNA-seq data were deposited in the Gene Expression Omnibus and were accessible through GSE176440 and GSE176438. The data are publicly available for publication.

## Results

### Semaphorin 3G expression found to be upregulated in the inflamed joint

We first performed DNA microarray analyses of peripheral blood CD4^+^ T cells before and after MTX treatment to identify novel mechanisms by which MTX improves RA disease activity. We identified several differentially expressed genes (DEGs) and focused on Sema3G (Fig. 1A). Sema3G belongs to the class 3 semaphorin family; it has been ascertained that Sema3G plays important roles in neural and vascular development [20, 21]. Although several studies have suggested that semaphorins are pivotally involved in autoimmune diseases [22, 23], the role of Sema3G in this context is yet to be elucidated. Therefore, we analyzed Sema3G expression in human synovium obtained from patients with RA and OA. As described previously, the OA synovium was observed to be a monolayer, and synoviocytes and fibroblast-like spindle-shaped cells were slightly positive for Sema3G (Fig. 1B). In contrast, multilayered synoviocytes were observed in the RA synovium and expressed substantial levels of Sema3G (Fig. 1B). In addition, synovium-infiltrating leukocytes expressed Sema3G (Fig. 1B). We compared the Sema3G-positive area in the synovial tissue and found that the Sema3G-positive area was significantly larger in the RA synovium than in the OA synovium (Fig. 1C).

**Fig. 1:**
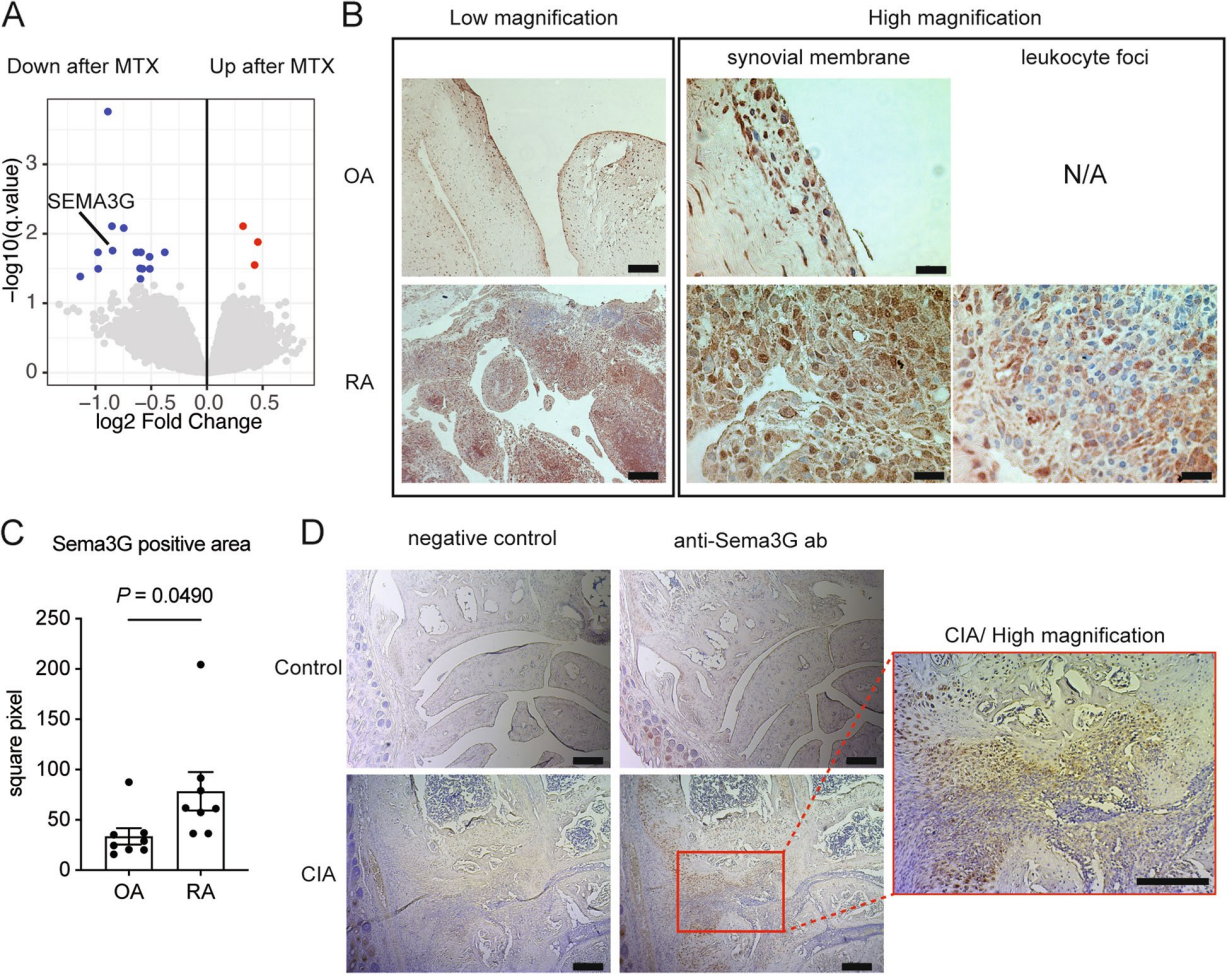
The enhanced expression of Sema3G in the inflamed synovium in humans and mice. **A** Genes differentially expressed before and after MTX treatment. Genes differentially expressed are highlighted in red (upregulated after MTX) or blue (downregulated after MTX). **B** Sema3G expression in the synovium of OA or RA patients. The synovium specimens were stained with anti-Sema3G antibody and visualized with DAB. Bars indicate 200 μm (Low magnification) or 20 μm (high magnification). **C** The cumulative data of the Sema3G-positive area. Data are expressed as the means ± SEM. The statistical analyses were performed using an unpaired *t*-test. **D** Sema3G expression in the synovium of CIA. The hind paws of the control and CIA-induced mice were stained with anti-Sema3G antibody. The representative data are shown. Similar results were obtained in three independent experiments. Bars indicate 200 μm

Next, we assessed Sema3G expression in CIA. Non-arthritic control mice had minimal synovium in the wrist joints with no Sema3G signals (Fig. 1D). CIA-induced mice showed thick synovium with abundant Sema3G signals (Fig. 1D). These results implied that Sema3G is involved in the pathogenesis of joint inflammation.

### Activated macrophages found to express neuropilin-2, a receptor for Sema3G, in the inflamed joint

Previous studies have shown that Nrp2 and plexin complex [24] functions as receptors for full-length Sema3G. To clarify the cell types that respond to Sema3G in inflamed joints, joint-infiltrating immune cells were collected from CIA-induced mice and analyzed for Nrp2 expression. Among several immune cells, macrophages showed the highest percentage of the Nrp2-high population (Fig. 2A). Notably, Nrp2-high macrophages expressed higher levels of CD86 and MHC class II, which are representative activation markers (Fig. 2B). It was consequently inferred that signals transmitted via Nrp2 might be involved in macrophage activation. Next, BMMs were cultured under various conditions to determine the type of macrophages that preferentially express Nrp2. Without any stimulation, only 20% of the BMMs were found to be Nrp2-high (Fig. 2C). Importantly, IFNγ or LPS stimulation efficiently induced Nrp2 expression but IL-4 did not (Fig. 2C). As IFNγ and LPS have a strong association with type 1 inflammation (i.e., M1 macrophages), this finding aligns with the concept that the Sema3G–Nrp2 axis plays a pathogenic role in RA. We also sought to determine if macrophages in the human RA synovium express Nrp2. To address this issue, we reanalyzed publicly available single-cell RNA-seq data of the RA synovium [25]. Consistent with the data obtained from the CIA model, the CD14-positive monocyte/macrophage population was found to express Nrp2 (Fig. 2D); however, other immune cells, such as T cells and B cells, did not express Nrp2. Together, these results suggested that macrophages respond to Sema3G in the inflamed joints.

**Fig. 2:**
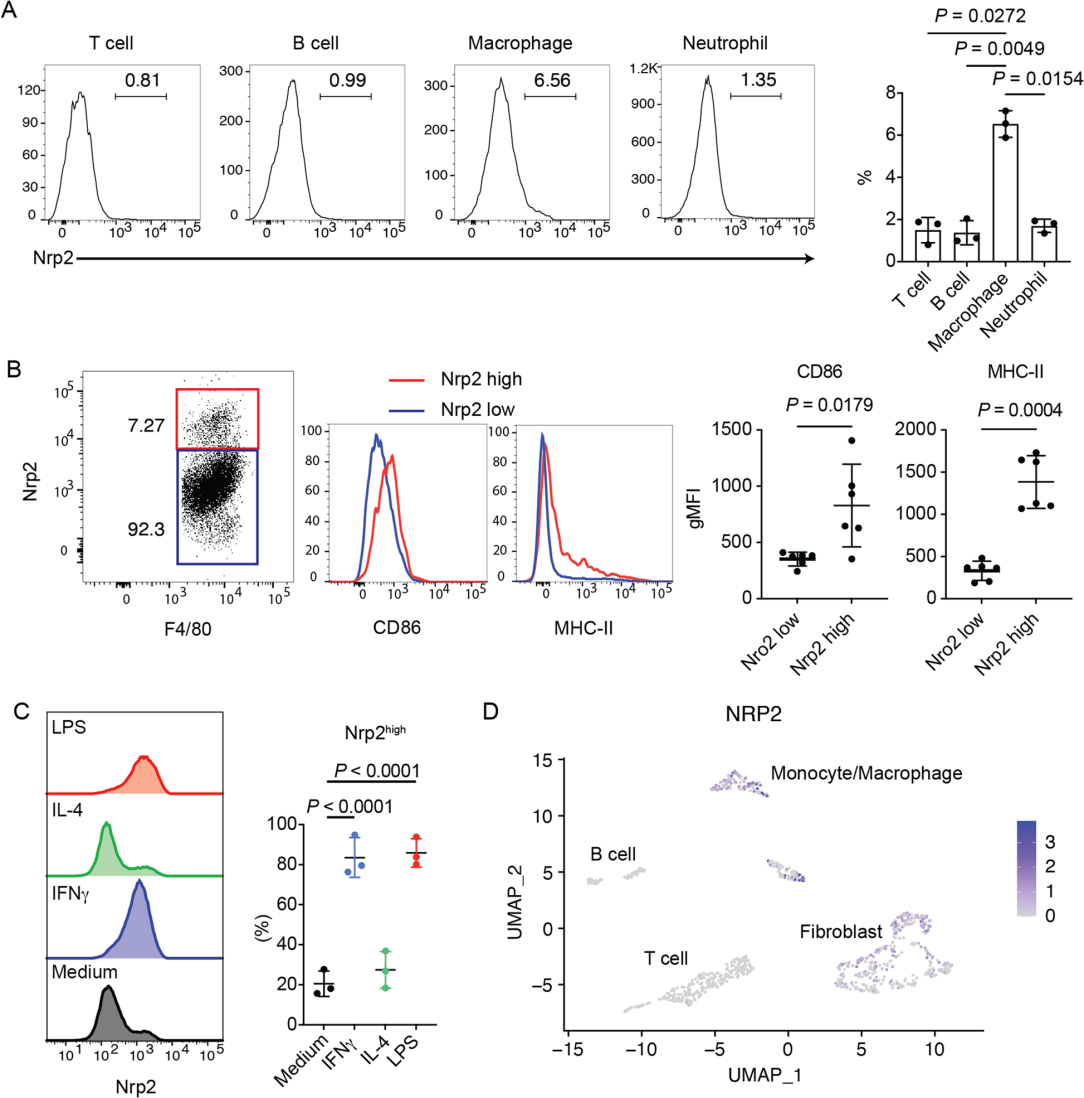
Nrp2 expression in activated macrophages during joint inflammation. **A** Nrp2 expression in immune cells in the CIA synovium. The hind paws of CIA-induced mice were digested and subjected to flow-cytometric analysis. The representative histograms of Nrp2 staining and the cumulative data are shown. Data are expressed as the means ± SD. *N* = 3 from three independent experiments. **B** The characteristics of Nrp2-high macrophages. The representative histograms of CD86 and MHC class II expression on joint-infiltrating macrophages (left) and their cumulative data (right) are shown. *N* = 6 from two independent experiments. **C** Nrp2 expression on BMMs. BMMs were cultured under the indicated conditions, and Nrp2 expression was determined by flow cytometry. The representative histograms and the cumulative data are shown. *N* = 3 from three independent experiments. **D** NRP2 expression in synovium-infiltrating cells in RA. The deposited single-cell RNA-seq data were reanalyzed, and several cell types were defined by UMAP. NRP2 expression is denoted by purple dots. The statistical analyses were performed using an unpaired t-test

### Inflammatory arthritis models were mild in Sema3G^−/−^ mice

To address the role of Sema3G in arthritis, CIA was induced in Sema3G^−/−^ mice and their littermate controls. We found that Sema3G-heterozygous mice (Sema3G^+/−^ mice) expressed a comparable level of *Sema3g* in the spleen, kidney, and pancreas to wild-type mice (data not shown); Sema3G^+/−^ mice were used as controls. Notably, the clinical score was significantly lower in Sema3G^−/−^ mice than in control Sema3G^+/−^ mice (Fig. 3A). Moreover, the pathological scores were lower in Sema3G^−/−^ mice (Fig. 3B). We also measured IL-6 and TNFα in the sera to assess systemic inflammatory conditions in these mice. While there was no difference in TNFα levels, serum IL-6 levels were significantly lower in Sema3G^−/−^ mice (Fig. 3C).

**Fig. 3:**
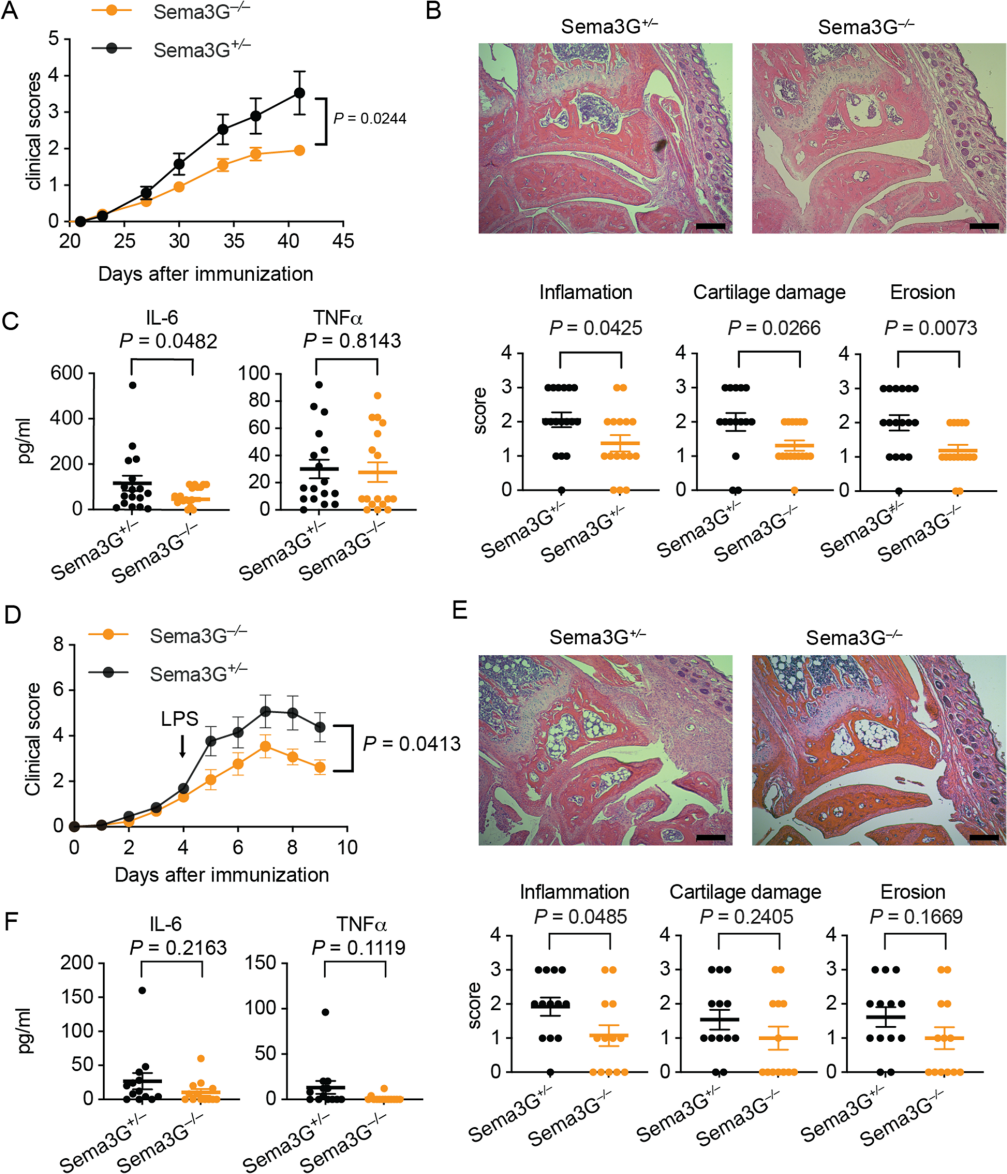
Attenuated joint inflammation in Sema3G-deficient mice. **A** The clinical score of Sema3G-deficient (Sema3G^−/−^) mice and their littermate controls (Sema3G^+/−^) in CIA. Data were obtained from four independent experiments (*N* = 17 in each group). **B** The pathological scores of CIA. The front paws were subjected to H&E staining, and the inflammation, the cartilage damage, and the erosion scores were separately assessed. **C** The inflammatory cytokines in sera. The sera were collected on day 42 and subjected to ELISA to measure IL-6 and TNFα. **D** The clinical score of Sema3G^−/−^ mice and Sema3G^+/−^ in CAIA. Data were obtained from four independent experiments (*N* = 13 in each group). **E** The pathological scores of CAIA. The front paws were subjected to H&E staining, and the inflammation, the cartilage damage, and the erosion scores were separately assessed. **F** The inflammatory cytokines in sera. The sera were collected on day 9 and subjected to ELISA to measure IL-6 and TNFα. Data are expressed as the means ± SEM. For the analyses of the clinical score, 2-way ANOVA was used. For the pathological scores, an unpaired *t*-test was used

It is well known that both innate and adaptive immune responses are required to develop CIA [26]. Since we next sought to dissect the mechanisms by which Sema3G aggravates CIA, we employed CAIA, in which adaptive immunity is less critical in the development of arthritis [27]. In this model, an anti-collagen antibody was injected intravenously into mice on day 0, and LPS was injected intraperitoneally to boost inflammation on day4. We found that Sema3G^−/−^ mice showed attenuated clinical scores in CAIA when comparing the overall disease course with control Sema3G^+/−^ mice (Fig. 3D). Notably, there was no drastic change in the deterioration rate after LPS stimulation in Sema3G^−/−^ mice, whereas control mice showed obvious responses to LPS stimulation (Fig. 3D). Indeed, there was no statistical difference in the clinical scores until day 4 (*P* = 0.233). These findings suggested that Sema3G^−/−^ mice are hyporesponsive to LPS but normally respond to inflammation-inducing antibodies.

Next, we analyzed the histological scores of CAIA. While there were no statistical differences in cartridge damage and erosion scores, the inflammatory score was significantly lower in Sema3G^−/−^ mice (Fig. 3E). We also observed lower IL-6 and TNFα levels in the sera of Sema3G^−/−^ mice; however, the difference was not statistically significant (Fig. 3F). Taken together, these results indicated that Sema3G exacerbates inflammatory arthritis and acts primarily on innate immunity.

### Sema3G promoted joint inflammation through macrophage migration and proliferation

We sought to determine the mechanism by which Sema3G exacerbates inflammatory arthritis. First, we performed a transwell migration assay on LPS-stimulated BMMs to analyze the chemotactic properties of Sema3G, because semaphorins are best characterized as neuron guidance factors. Interestingly, we found that Sema3G promotes macrophage migration to a certain extent; however, its chemotactic property was milder than that of MCP1 (Fig. 4A).

**Fig. 4:**
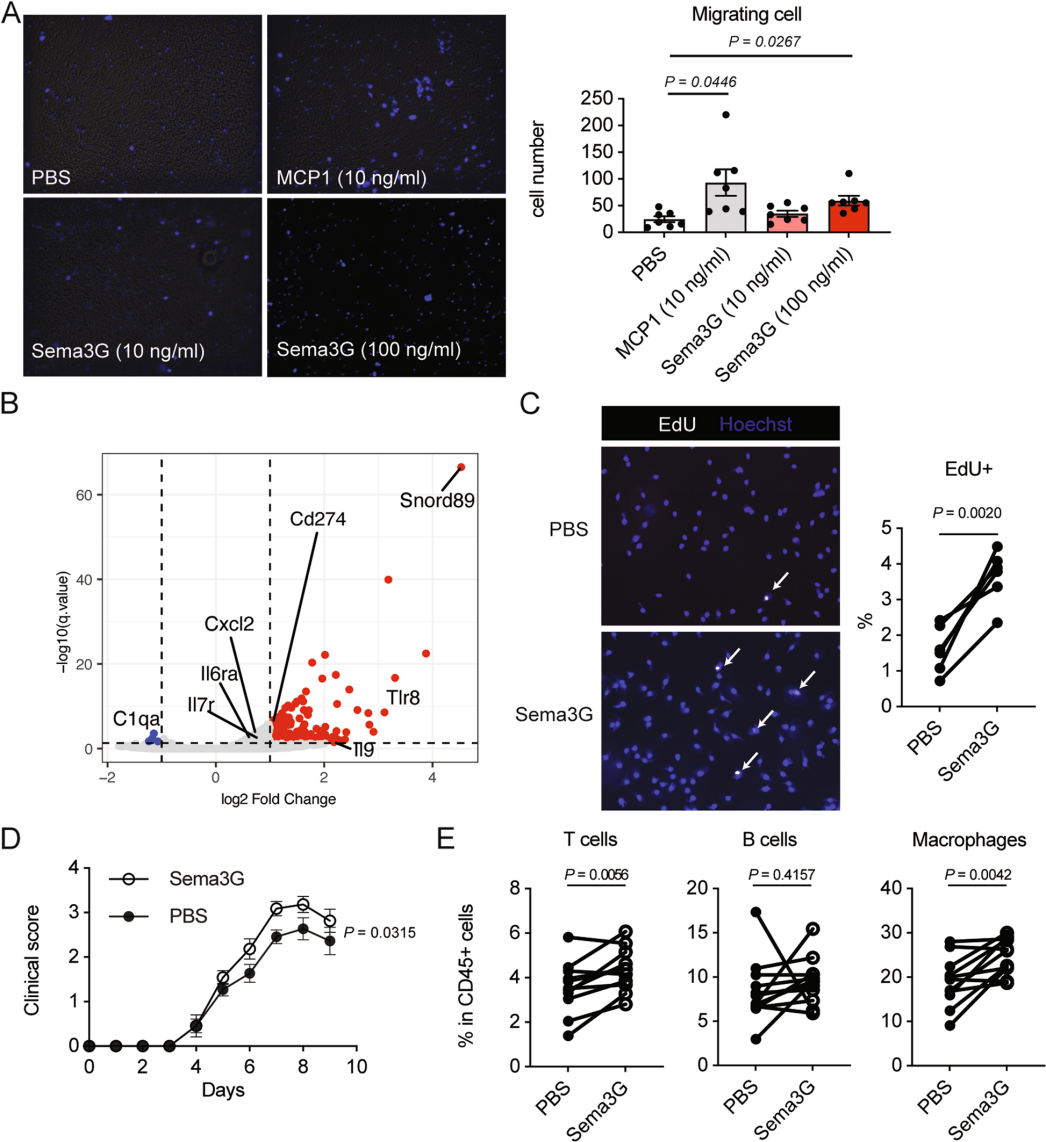
Enhanced macrophage proliferation by Sema3G. **A** Chemotaxis assay. LPS-stimulated BMMs were subjected to a transwell migration assay. PBS (negative control), MCP1 (positive control), or various concentrations of Sema3G were added to the lower chambers. Cell migration towered to the lower chamber was determined by Hoechst staining. The pictures were taken for five different areas, and Hoechst-positive round cell numbers were counted. *N* = 7 from three independent experiments. One-way ANOVA test, followed by Dunnet test, was used for the statical analysis. **B** The volcano plot of Sema3G-stimulated BMMs. Genes differentially expressed are plotted as red dots (upregulated by Sema3G) or blue dots (downregulated by Sema3G). Some immune-related gene names are labeled. **C** EdU uptake in Sema3G-stimulated BMMs. Sema3G-stimulated or control (PBS) BMMs were pulsed with 10 μM EdU for 2 h, and EdU and Hoechst were detected by immunofluorescent analysis. The pictures were taken for ten different areas, and the percentage of EdU-positive cells over Hoechst-positive cells was calculated. Data were obtained from three independent experiments. *N* = 6. **D** The clinical score of Sema3G- or PBS-injected paws during CAIA. WT mice were subjected to CAIA. Sema3G (100 ng) was injected into the right footpad, and PBS was injected into the left footpad daily from day 3 to day 9. *N* = 11 from two independent experiments. **E** Infiltrating cell subsets to each paw on day 9 of CAIA. The hind paws were digested, and cells recovered were analyzed by flow cytometry. The percentages of T cells, B cells, and macrophages are shown. A paired *t*-test was used for the statistical analyses

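Of the genes labeled in Fig. 4B, Tlr8 rose from 1.35 ± 1.13 CPM (SD, n = 2) with PBS to 19.3 ± 3.26 CPM (SD, n = 3) with Sema3G, a log2 fold change of 3.19 (standard error 0.39, adjusted p = 0.000226 from limma on log2(CPM + 1)). Its counts were small, with 5 UMIs over both PBS libraries and 120 over the 3 Sema3G libraries. A fit chosen after seeing the data had as a covariate the log2 of the share of the ribosomal RNA precursor gene Rn45s. There the limma adjusted p of Tlr8 was 0.380. That fit has 2 residual degrees of freedom, and 76.9% of the variance of the covariate lies between the groups, so a call lost there does not show that Rn45s accounts for it. Cd274 rose from 73.2 ± 0.189 to 153 ± 26.3 CPM (log2 fold change 1.04, standard error 0.20, adjusted p = 0.0106 from limma), and its adjusted p was 0.0890 without Sema3G replicate 2, 0.109 without Sema3G replicate 3 and 0.431 with the Rn45s covariate. Il9 had 0 UMIs in both PBS libraries and 15, 4 and 1 in the Sema3G libraries. The observed Sema3G level was 3.98-fold a limit of 3 counts over the PBS group. It was 1.40-fold that limit without Sema3G replicate 1, which holds most of the UMIs. The counting error and spread of the Sema3G libraries are left out of these values, so they are not lower bounds. The limma adjusted p of Il9 was 0.163. Il6ra and Il7r were higher in all 3 Sema3G libraries than in both PBS libraries, with log2 fold changes of 0.63 and 0.73. Of all tested genes, 38.4% had groups that did not overlap, against 20% by chance. The limma adjusted p values of Il6ra and Il7r were 0.0890 and 0.0954. In edgeR's quasi-likelihood test on the recovered counts they were 0.0157 and 0.0182. The groups overlapped for Cxcl2, which had 348 and 728 UMIs with PBS and 371, 1376 and 1344 with Sema3G (log2 fold change 0.65, adjusted p = 0.307 from limma). Without Sema3G replicate 1 its limma adjusted p was 0.0270. That fit keeps Sema3G replicates 2 and 3, the most similar pair of libraries, so its p-values can be too small. Without PBS replicate 1 the log2 fold change of Cxcl2 was 0.14. The groups also overlapped for C1qa, which had 2370 and 1010 UMIs with PBS and 1072, 675 and 755 with Sema3G (log2 fold change -1.07, adjusted p = 0.0820 from limma). The fall of C1qa was -1.71 without PBS replicate 2 (adjusted p = 0.000834 from limma), -1.36 without Sema3G replicate 1 (adjusted p = 0.0289 from limma) and -0.44 without PBS replicate 1.

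**Figure D1:**
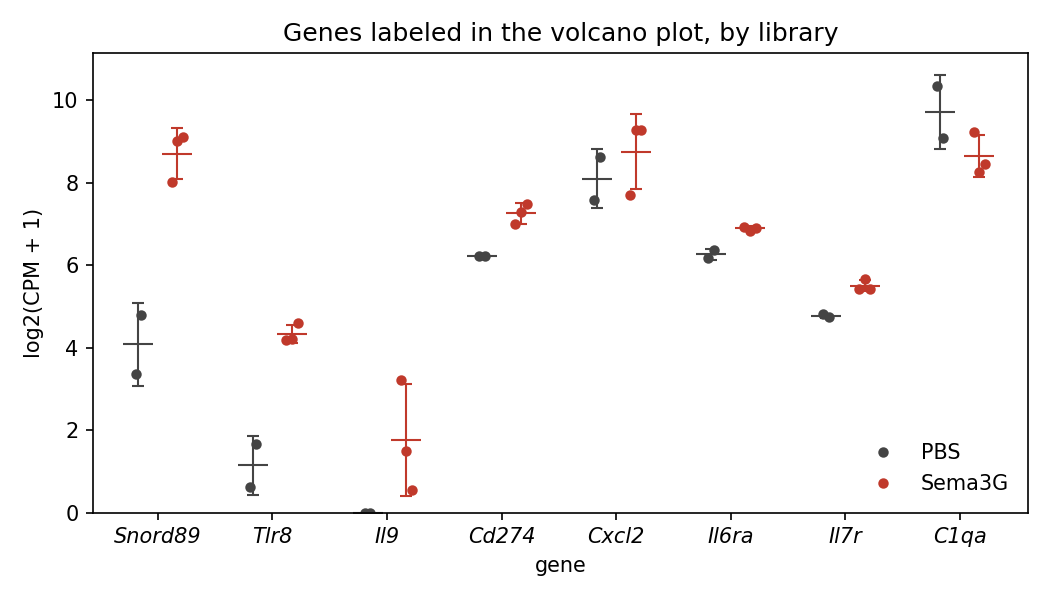
Level of each gene labeled in the volcano plot as log2(CPM + 1), with 1 point per library, PBS in black and Sema3G in red, and the mean with its SD as a bar. The 3 Sema3G points of Snord89 and Tlr8 lie above both PBS points, and those of Cxcl2 and C1qa overlap them.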

Next, we performed a transcriptome analysis of Sema3G-stimulated BMMs to further understand the molecular mechanisms by which Sema3G drives joint inflammation. In this experiment, LPS-stimulated BMMs were cultured with or without recombinant Sema3G for 18 h and subjected to RNA-seq analysis. 

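The RNA-seq compared 2 samples of BMMs given PBS with 3 samples given 100 ng/ml recombinant Sema3G for 18 h. BMMs are macrophages grown from mouse bone marrow with M-CSF, here at 50 ng/ml, and all 5 samples were stimulated with LPS, at 100 ng/ml according to the sample labels. The libraries were made with a kit that primes on poly(A) and reads the 3′ end of each RNA, with a unique molecular identifier (UMI) on each molecule, so that PCR copies are counted once. The authors mapped the reads to mm10, counted UMIs per gene with Strand NGS, normalized the counts and tested the genes with EdgeR. The paper's text names neither the EdgeR test nor a filter on low counts. The deposited values are CPM, the UMI count of a gene scaled to a fixed library total, for 24419 gene rows, of which 11627 were at 0 in all 5 libraries. Every value was a whole multiple of 1 step per library, within 0.01 of a count for 100% of values, so the UMI counts could be recovered. The steps correspond to library totals of 1820104 and 1867995 UMIs with PBS, and of 1798469, 2215855 and 2169300 UMIs with Sema3G. The UMIs on the listed genes were 77.6% and 75.6% of these totals with PBS, and 71.3%, 67.1% and 65.9% with Sema3G. The difference between the groups was larger than the spread within them, at 76.6% ± 1.44 (SD, n = 2) against 68.1% ± 2.86 (SD, n = 3), but an exact two-sided permutation test gave p = 0.2, the smallest p that 2 libraries against 3 allow. The ribosomal RNA precursor gene Rn45s took 1.01% and 3.19% of the total with PBS, and 6.31%, 7.40% and 7.88% with Sema3G. These shares enter the CPM. The median log2 fold change over the tested genes was -0.22, and it was -0.022 after scaling by edgeR's TMM factors. For the comparison, limma with a mean-variance trend was fitted to log2(CPM + 1) of the 10088 genes with a mean of at least 1 CPM, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low values.

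**Figure D2:**
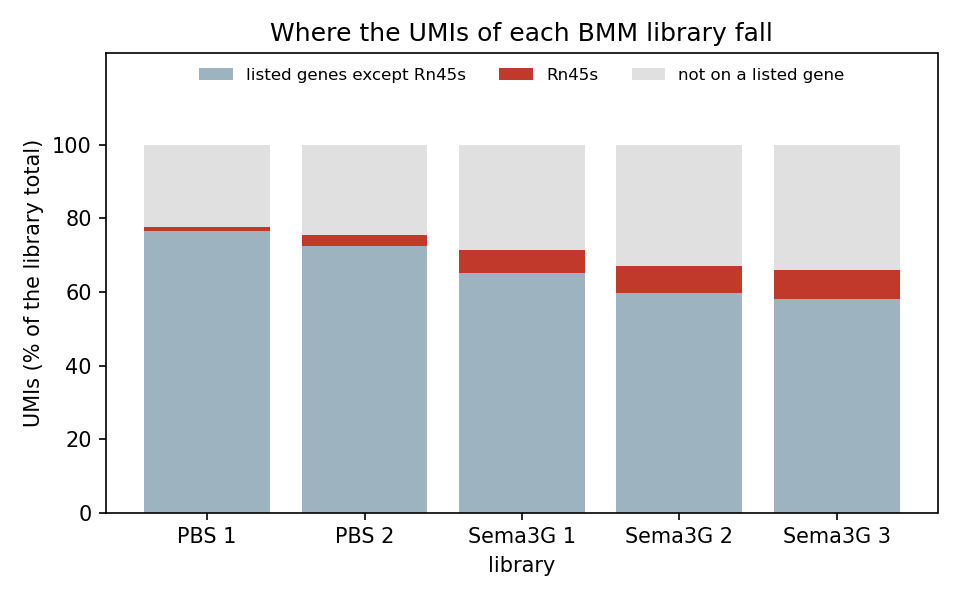
Share of each library's UMI total, in percent, that fell on Rn45s, on the other listed genes and on no listed gene, with 1 bar per library. The share on Rn45s lies between 1.01% and 3.19% in the 2 PBS libraries and between 6.31% and 7.88% in the 3 Sema3G libraries.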

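At an adjusted p below 0.05 from limma on log2(CPM + 1), 160 genes were higher and 22 were lower with Sema3G than with PBS. After scaling by TMM factors, chosen after seeing the data, the split was 348 higher and 3 lower. Without Sema3G replicate 1 it was 270 higher and 440 lower. The Sema3G group then holds replicates 2 and 3, the most similar pair of libraries, so these calls can rest on too small a spread. At an unadjusted p under 0.05 with all 5 libraries, 689 genes were higher and 1436 lower. Of the 182 genes called with all 5 libraries and no such scaling, 116 higher and 5 lower genes also changed by at least 2-fold. The number of genes past both limits ranged from 27 without Sema3G replicate 2 to 253 without Sema3G replicate 1, with 32 without Sema3G replicate 3 and 189 without PBS replicate 2, and edgeR's quasi-likelihood test on the recovered counts gave 271. At a false discovery rate of 0.05, the authors' deposited table has 438 higher and 11 lower genes, and 169 of the 182 genes called by limma are among them. Of the genes called higher, Snord89, a small nucleolar RNA, had the largest log2 fold change. It also ranked first under 13 of 23 alternatives, but second to Adap2 without PBS replicate 1, at rank 10 with edgeR and no filter and at rank 16 with the Rn45s covariate. It had 17 and 50 UMIs in the PBS libraries and 460, 1134 and 1191 UMIs in the Sema3G libraries. Its level was 18.1 ± 12.3 CPM (SD, n = 2) with PBS and 439 ± 160 CPM (SD, n = 3) with Sema3G, a log2 fold change of 4.62 (standard error 0.34, adjusted p = 4.30e-07 from limma with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 fold change stayed between 3.91, without PBS replicate 1, and 5.33, without PBS replicate 2. The alternative that moved it most was the fit with the Rn45s covariate, which gave 2.70 with an adjusted p of 0.00242 from limma. Snord89 also differed between the 2 PBS libraries, by 2.87-fold in CPM (95% exact binomial interval 1.62 to 5.30, covering counting error only).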

Numerous genes were upregulated by Sema3G stimulation, and among these, *Snord89* was highly expressed in Sema3G-stimulated BMMs (Fig. 4B). Snord89 is a non-coding RNA, and it has been reported that Snord89 is related to cell proliferation through Myc activation [28]. Therefore, we hypothesized that Sema3G upregulates Snord89 to facilitate macrophage proliferation, resulting in aggravation of arthritis. To test this hypothesis, we analyzed macrophage proliferation upon Sema3G stimulation. In this experiment, LPS-stimulated BMMs were cultured in the presence or absence of Sema3G for 48 h. 

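In the GENCODE M21 annotation of GRCm38, Snord89 (ENSMUSG00000077704.1) lies on the minus strand of chromosome 1, from 39548745 to 39548854, and its annotated sequence of 110 nt is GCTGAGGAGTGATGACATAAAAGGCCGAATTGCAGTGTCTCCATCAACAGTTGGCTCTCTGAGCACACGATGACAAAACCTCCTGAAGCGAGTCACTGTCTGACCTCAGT. RefSeq gives it a shorter extent of 94 bp, from 39548747 to 39548840. It overlaps no exon and lies in an intron of Gm15832, a processed transcript on the same strand from 39547570 to 39552002. Gm15832 has no row of its own in the deposited table, and RefSeq lists that name as a synonym of Rnf149. The GENCODE model of Rnf149 lies on the same strand from 39551296 to 39577405 and ends 2441 bp from Snord89, without overlapping it. Cnot11 lies on the plus strand from 39534992 to 39546889. No value of Gm15832 itself was analysed here. The rise of Snord89 was not shared by the genes on either side. Rnf149 was at 1999 ± 167 CPM (SD, n = 2) with PBS and 1646 ± 29.8 CPM (SD, n = 3) with Sema3G, a log2 fold change of -0.28 (standard error 0.23, adjusted p = 0.478 from limma), which lies -0.053 from the median of all genes and was 0.013 with CPM computed over the listed genes other than Rn45s, which also leaves out the UMIs on no listed gene. Cnot11, named here after its values were seen, had a log2 fold change of 0.22 (adjusted p = 0.748 from limma). Myc had 1 UMI in the 2 PBS libraries together and 3 in the 3 Sema3G libraries together, at or under the limit of 3 counts, so no change in Myc was detectable at this depth. From the rise of Snord89 and its reported link to cell proliferation, the paper proposes that Sema3G acts on the proliferation of macrophages through Snord89.

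**Figure D3:**
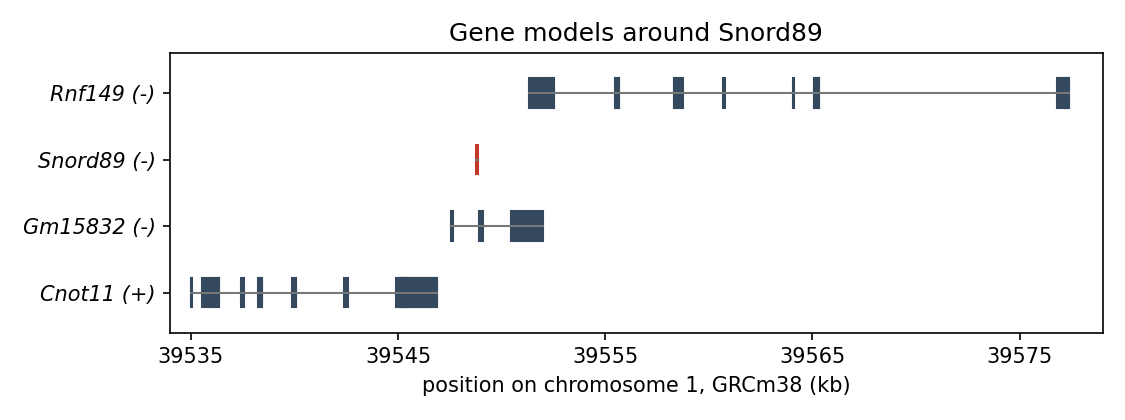
Gene models around Snord89 on chromosome 1 of GRCm38, with position in kb on the horizontal axis, boxes for exons, lines for introns and the strand after each name. Snord89, in red, sits between exons of Gm15832 and 2441 bp from Rnf149.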

Because BMMs adhered to plastic surfaces very firmly and it was difficult to count the number of cells with a hemocytometer, BMMs were incubated with EdU for the last 2 h, and de novo DNA synthesis was evaluated by measuring the incorporation of EdU. As shown in Fig. 4B, the percentage of EdU-positive cells among Hoechst-positive cells was increased in Sema3G-stimulated BMMs compared to that in PBS-stimulated BMMs (Fig. 4C), indicating that Sema3G promotes cell proliferation. Collectively, the enhanced macrophage proliferation by Sema3G may be a mechanism that accelerates joint inflammation.

Finally, we assessed whether the local administration of Sema3G affects the severity of arthritis and macrophage migration and proliferation in vivo. CAIA was induced in wild-type mice, and 100 ng of recombinant Sema3G (10 μl) was injected daily into the footpad of the left side. As a control, 10 μl of PBS was injected daily into the footpad of the right side. Consistent with the in vitro data, Sema3G-injected footpads showed a higher clinical score than did PBS-injected footpads (Fig. 4D). In addition, the percentage of macrophages was significantly higher in the Sema3G-injected left footpads than in the PBS-injected right footpads (Fig. 4E). The frequency of T cells was also increased in the Sema3G-injected footpads (Fig. 4E). These results indicated that Sema3G promotes macrophage migration and proliferation, both in vivo and in vitro.

## Discussion

In the present study, we elucidated the role of Sema3G in the pathogenesis of inflammatory arthritis. We identified Sema3G as one of the genes downregulated by MTX treatment in RA patients. We also found that Sema3G is expressed in inflamed joints in humans and mice. Activated macrophages express Nrp2, a Sema3G receptor. In vivo, Sema3G^−/−^ mice displayed mild CIA and CAIA, and Sema3G administration exacerbated arthritis in CAIA. Mechanistically, Sema3G promotes macrophage migration and proliferation.

Semaphorins were the first to be identified as neural guidance proteins [29]. Semaphorins are largely classified into eight classes: only class 3 semaphorins are secreted, whereas the rest of the classes are transmembrane proteins in mammals [30]. Recent studies revealed their crucial roles in cardiovascular growth [31], bone homeostasis [32], and immune responses [22, 33]. Sema3G was initially defined as a repulsive factor for sympathetic axons [24] and is now linked to several physiological and pathological processes [20, 34–36]. We previously reported a protective role of Sema3G in LPS-induced kidney injury [36]. In podocytes, Sema3G suppresses the production of inflammatory cytokines and chemokines such as IL-6 and CCL2 upon LPS stimulation. 

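Il6, the mouse gene of IL-6, had 2 UMIs in PBS replicate 1, 0 in PBS replicate 2 and 0 in each of the 3 Sema3G libraries. A count of 0 allows a level of up to 1.61 CPM in PBS replicate 2 and of up to 1.67, 1.35 and 1.38 CPM in the Sema3G libraries, taking a limit of 3 counts. Both groups were at or under this limit, so a difference in Il6 was not detectable at this depth, and no fold change is given. The gene fell below the minimum mean of 1 CPM and was left out of the limma test.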

In the present study, we performed an unbiased RNA-seq analysis of Sema3G-stimulated BMMs and found no difference in *IL6* level (data not shown). Therefore, it is plausible that Sema3G exerts cell type-specific functions during inflammation. Further studies are essential to understand how Sema3G influences the immune responses in each cell type.

Macrophages play various roles in inflammatory arthritis pathogenesis. Macrophages are classified into two subsets, namely M1 and M2 macrophages. M1 macrophages are considered pro-inflammatory and have been implicated in the pathogenesis of autoimmune diseases, whereas M2 macrophages have anti-inflammatory potential [37]. Macrophages are one of the most abundant immune cell types that infiltrate the synovium in human RA. Reportedly, RA synovial fluid contains more M1 macrophages than M2 macrophages [38]. Furthermore, numerous studies have revealed that the number of M1 macrophages correlates with disease activity and joint damage [38, 39]. As observed in humans, M1 macrophages have pathogenic roles in murine arthritis models [40–42]. These findings indicated that M1 macrophages are involved in the pathogenesis of RA.

In this regard, we showed that Nrp2 expression in BMMs is significantly elevated following LPS or IFNγ stimulation (Fig. 2C), which favors M1 macrophage differentiation. Furthermore, Nrp2-high macrophages express M1 markers in the synovium (Fig. 2B, C). These activation markers are typically expressed in M1 macrophages, and Nrp2-high macrophages may exhibit an M1 phenotype. In contrast, the M2 macrophage-skewing cytokine IL-4 did not promote Nrp2 expression. These findings indicated that M1-like pro-inflammatory macrophages preferentially respond to Sema3G and proliferate in the inflamed synovium, suggesting that Sema3G is a secreted pro-inflammatory protein in the arthritic joint.

Interestingly, Sema3G^−/−^ mice were resistant to LPS stimulation, although Sema3G^−/−^ mice showed normal initial response to an anti-collagen antibody during CAIA (Fig. 3D). It has been reported that activation of the alternative complement pathway accompanied by IgG-Fc receptor coupling is vital for the induction of arthritis [43]. Anti-collagen antibodies are deposited on the cartridge surface and recognized by FcRγIII-bearing cells, such as neutrophils, mast cells, and macrophages. Activation of the antibody-FcRγIII and complement-C5aR pathways promotes the production of inflammatory cytokines, such as IL-6 and TNFα, resulting in joint inflammation. 

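Fcgr3, the gene of the receptor FcRγIII, was at 1509 ± 26.0 CPM (SD, n = 2) with PBS and 1023 ± 235 CPM (SD, n = 3) with Sema3G, a log2 fold change of -0.58 (standard error 0.23, adjusted p = 0.163 from limma). All 3 Sema3G libraries lay below both PBS libraries, but 38.4% of all tested genes had groups that did not overlap, against 20% by chance. Relative to the median of all genes the change of Fcgr3 was -0.36. Without Sema3G replicate 1 the limma adjusted p was 0.0268, for a log2 fold change of -0.77. The Sema3G libraries left in that fit are the most similar pair of all, so its p-values can be too small. C5ar1, the gene of C5aR, was at 144 ± 34.9 and 112 ± 14.0 CPM, and its groups overlapped (log2 fold change -0.35, standard error 0.20, adjusted p = 0.326 from limma). The other genes that the 2 protein names can stand for were not called either. Fcer1g, which encodes the Fc receptor gamma chain, had a log2 fold change of -0.27 (adjusted p = 0.523 from limma), and C5ar2 had one of -0.50 (adjusted p = 0.494 from limma) from 38 UMIs over the PBS group.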

Interestingly, RNA-seq analysis revealed that Sema3G stimulation did not result in upregulated *FcR*γ*III* or *C5aR* expression in BMMs (data not shown). Therefore, we hypothesized that Sema3G plays a negligible role in antibody-mediated immune responses but directly affects macrophage migration and proliferation. This feature may be beneficial when considering Sema3G as a therapeutic target, because antibody-mediated immune responses are essential for pathogen clearance [44].

The present study has several limitations. First, although we identified that Sema3G expression is downregulated by MTX treatment, we could not address the molecular mechanism underlying the MTX-mediated suppression of Sema3G expression because of the difficulty of in vitro experiments using MTX. Second, Sema3G-mediated immune regulation during arthritis has not been addressed adequately. While we found that Nrp2 is expressed in activated macrophages, some lymphoid cells and neutrophils were also positive for Nrp2 in the synovium. Previous studies have revealed the crucial roles of semaphorin family members in T cell differentiation and activation [45–50]. Indeed, we found that T cells increased in the inflamed joint upon local Sema3G administration (Fig. 4E). Therefore, it is possible that the Sema3G–Nrp2 axis also plays a role in T cell-mediated immune responses during arthritis. Fibroblasts in the human synovium also express NRP2 mRNA (Fig. 2D), although we did not analyze non-immune cells in the present study. Previous studies have suggested that signaling through neuropilins promotes myofibroblast formation [51]. Thus, it is possible that Sema3G also affects the phenotype of fibroblasts in RA pathogenesis. Third, we could not directly assess the therapeutic potential of Sema3G neutralization. Although the severity of CIA and CAIA was mitigated in Sema3G^−/−^ mice, antibody-mediated neutralization of Sema3G after the initiation of arthritis would be valuable in determining whether Sema3G could serve as a therapeutic target. Further studies are warranted to address this issue when a neutralizing antibody against Sema3G is available.

## Conclusions

Sema3G is implicated in the pathogenesis of RA, and the neutralization of Sema3G may favor the development of a novel therapeutic approach belonging to a new category.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author upon reasonable request.

## Abbreviations

ACPA: Anti-cyclic citrullinated protein antibody
AICAR: 5-Aminoimidazole-4-carboxamide ribonucleotide
BMMs: Bone marrow-derived macrophages
CAIA: Collagen antibody-induced arthritis
CIA: Collagen-induced arthritis
CRP: C-reactive protein
DAS28: Disease Activity Score 28
DEG: Differentially expressed genes
DMARDs: Disease-modifying anti-rheumatic drugs
ESR: Erythrocyte sedimentation rate
MTX: Methotrexate
Nrp2: Neuropilin-2
OA: Osteoarthritis
RA: Rheumatoid arthritis
RF: Rheumatoid factor
Sema3G: Semaphorin3G
tsDMARD: Target synthetic DMARD

How the deposited data were processed for this re-analysis (not part of the article)

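RNA from 5 samples of LPS-stimulated mouse bone marrow-derived macrophages was used, 2 with PBS and 3 with 100 ng/ml Sema3G for 18 h. The authors made UMI libraries of RNA 3′ ends, mapped the reads to mm10, counted UMIs per gene with Strand NGS, and normalized and tested the values with EdgeR. Versions, the gene annotation, the EdgeR test and any filter are not given in the sources used here.

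The authors deposited CPM values, together with p-values and q-values of their own comparison, in which the q-values were matched by Benjamini-Hochberg adjustment of the p-values over all 24419 rows. The CPM values are whole multiples of 1 step per library, which gave the UMI counts (100% of values within 0.01 of a whole count) and library totals between 1798469 and 2215855. What the totals hold beyond the listed genes is not given in the sources used here. The symbols of 27 rows had been turned into dates by a spreadsheet, 15 of these rows were among the genes tested, and none is named. All columns of sample values were used.

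The test planned for counts was edgeR's quasi-likelihood test, and for normalized values limma. Since the deposited values are CPM, limma (3.58.1, R 4.3.3) with a mean-variance trend on log2(CPM + 1) gave the main result, over the 10088 genes with a mean of at least 1 CPM. Adjusted p values are from the Benjamini-Hochberg method. edgeR (4.0.16) and DESeq2 (1.42.0) were run on the recovered counts as alternatives. Gene models came from GENCODE M21. A further result is not reported here. In data simulated from these libraries, 200 of the more abundant genes were changed 4-fold. All genes had the same relative variability, and the libraries differed only in depth and in these changes. Limma on log2(CPM + 1) recovered 100% of the changed genes among 10104 genes with 13 false calls. For edgeR's quasi-likelihood test it was 100% among 7977 genes with 7 false calls, and for DESeq2 98.5% among 12373 genes with 4 false calls. The simulation does not cover changes of genes with low counts, or a difference in library make-up between the groups.

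The depth of 1283029 to 1487137 UMIs on listed genes per library limits what can be seen of rare RNAs, since 3 counts correspond to between 1.35 and 1.67 CPM. Intervals and floors cover counting error only. The 2 most similar libraries, Sema3G replicates 2 and 3, had a chi-square per degree of freedom of 1.77 over the 7918 genes with at least 20 counts in the pair, beyond the sampling noise, so they were not treated as one library deposited more than once. The other 9 pairs had values from 6.57 to 29.6. The labels name 5 separate samples and all were counted separately, but these values do not show that Sema3G replicates 2 and 3 came from different cultures.

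The tests, the alternatives, the lists of genes and the rule for naming genes were fixed before the data were examined. Named are the genes of the paper's text and of Fig. 4B with the ligand, its receptors and Rnf149, the 5 largest rises and 5 largest falls among genes past both limits whose groups do not overlap, list members past the adjusted p, and other small nucleolar RNAs past it. Rn45s, Malat1, Neat1, Saa3, Eif4a2, Clasp1 and Cnot11 were chosen after their values were seen. Lists of proliferation, Myc target, interferon, LPS response and M2 genes were tested with limma's camera at a preset correlation of 0.01, and marker lists of lymphoid cells, neutrophils, dendritic cells, mast cells and basophils, and stromal cells were looked up. The alternatives changed the pseudocount (0.1 and 5), the filter (none, a mean of 5 CPM, a mean count of 10), the scaling, the test and the replicate block, and left out each library in turn. Added after seeing the data were scaling by TMM factors, the quasi-likelihood test on recovered counts and the log2 of the Rn45s share as a covariate. CPM over the listed genes other than Rn45s, which leaves out the UMIs on no listed gene too, was also added after seeing the data.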

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

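The test of Snord89 between the PBS libraries was chosen only after the result was seen, as were Malat1 and Rn45s themselves.

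Genes outside those the paper discusses were higher with Sema3G than in the PBS controls. Adap2 had 5 and 2 UMIs with PBS and 54, 93 and 116 with Sema3G, a log2 fold change of 3.90 (adjusted p = 5.46e-06 from limma), higher in 3 of 3 Sema3G libraries, and it passed the adjusted p limit under all 23 alternatives run. The small nucleolar RNA Snora81 had 1 and 9 UMIs with PBS and 47, 85 and 91 with Sema3G, a log2 fold change of 3.58 (adjusted p = 0.000185 from limma). Snora81 lies inside Eif4a2 on the same strand, so counts on the 2 genes are uncertain, but Eif4a2 itself had a log2 fold change of 0.41 (adjusted p = 0.413 from limma). 2900060B14Rik had 25 and 81 UMIs with PBS and 263, 707 and 733 with Sema3G, a log2 fold change of 3.30 (adjusted p = 0.000115 from limma). It overlaps the small nuclear RNA gene Gm22710 on the same strand and Clasp1 on the other, and its counts are uncertain for that reason. Malat1 had a log2 fold change of 2.08 (adjusted p = 0.00307 from limma). Snora81, 2900060B14Rik and Malat1 passed the limit under 22 of 23 alternatives. The exception was the fit with the log2 of the Rn45s share as a covariate, where their limma adjusted p reached 0.546, 0.395 and 0.760. In that fit much of the covariate lies between the groups, so these lost calls do not show a cause. Each depended on the PBS library kept. Without PBS replicate 1 and without PBS replicate 2, the log2 fold change was 2.62 and 4.53 for Snora81, 2.51 and 4.10 for 2900060B14Rik, and 1.48 and 2.67 for Malat1. Between the 2 PBS libraries, 2900060B14Rik differed by 3.16-fold and Malat1 by 2.30-fold in CPM. Neat1, another nuclear RNA, did not rise (log2 fold change -0.54, adjusted p = 0.198 from limma), and Saa3, which held between 9.58% and 16.4% of the UMIs on listed genes, was not called (log2 fold change -0.58, adjusted p = 0.685 from limma).

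Rn45s had 18318 and 59596 UMIs with PBS and 113530, 164006 and 170913 with Sema3G, a log2 fold change of 2.00 that did not pass the limit (adjusted p = 0.111 from limma), though edgeR's quasi-likelihood test gave an adjusted p of 0.0157. It was called under 13 of 21 alternatives, leaving out the fit in which the log2 of its own share is the covariate. These include limma without PBS replicate 2 (log2 fold change 2.83, adjusted p = 0.0142) and without Sema3G replicate 1 (2.09, adjusted p = 0.0444), while without PBS replicate 1 the log2 fold change was 1.17 (adjusted p = 0.428 from limma). It differed between the 2 PBS libraries by 3.17-fold in CPM. The libraries were primed on poly(A), and most Rn45s RNA has none. A candidate explanation is more priming of RNA without a poly(A) tail in the Sema3G libraries. Snord89, Snora81 and 2900060B14Rik, which were themselves called higher, were left out of a check of this. The 7 tested genes classed as giving RNA without such a tail had a median log2 fold change 0.87 above that of all genes. The explanation needs such a rise, but these genes are few. Of them 1 was called higher, the histone gene Hist1h1e, named after its values were seen. The 3 histone genes among them had a median that lay -0.35 from that of all genes. Whether each of these RNAs lacked a tail in these cells was not tested, so neither median decides the question. More ribosome production in the cells stays open too. The Myc target list, most of it ribosome production genes, was not called (adjusted p = 0.789 from camera). Its median lay 0.075 above that of all genes, and between -0.015 and 0.081 from it with 1 library left out. These genes showed no clear rise as a set, but their RNA levels do not measure ribosome production itself.

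The same question applies to Snord89. Reads of a host gene stay open. Rnf149 had a log2 fold change of -0.28, but it does not overlap Snord89, and Gm15832, whose intron holds Snord89, was not analysed here. A higher yield of small nucleolar RNAs in the Sema3G libraries may contribute. Of 119 rows of such RNAs, 5 were abundant enough to test, and the 4 besides Snord89 had a median log2 fold change of 1.09. It was 0.64 without Snora81, and Snora81 alone was called. Snord89 was 2.87-fold higher in PBS replicate 2 than in PBS replicate 1, the direction in which Rn45s differed. Between the groups Snord89 rose more than Rn45s, with log2 fold changes of 4.62 and 2.00. With 1 library left out these ranged from 3.91 to 5.33 and from 1.17 to 2.83. With the Rn45s covariate that of Snord89 was 2.70, in a fit with 2 residual degrees of freedom. A property of single libraries that moves both to the same extent is thus argued against as the whole cause. One that moves them to different extents and an effect of Sema3G cannot be told apart from 2 control libraries. An effect of Sema3G on Snord89 itself stays open.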

How the results depend on the processing

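Scaling by TMM factors, CPM over the listed genes other than Rn45s, the quasi-likelihood test and the Rn45s covariate were chosen after seeing the data. The CPM over the listed genes other than Rn45s drops both Rn45s and the UMIs on no listed gene from the totals, and the 2 were not separated. The cause was not tested for any change below except where fewer libraries or genes explain it. Without Sema3G replicate 1, the Sema3G group holds only replicates 2 and 3. Their chi-square per degree of freedom was 1.77, against 6.57 to 29.6 for the other 9 pairs. Calls gained in that setting can thus rest on too small a spread. The fit with the Rn45s covariate has 2 residual degrees of freedom, with 76.9% of the variance of the covariate between the groups, and the fit with the replicate block has 1, so lost or gained calls in either say little about stability.

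Snord89 kept its direction and stayed past the adjusted p limit under all 23 alternatives, and had the largest rise among the called genes under 13 of them. Fcgr3 passed the limit only without Sema3G replicate 1, and its log2 fold change ranged from -0.77 to -0.48 with 1 library left out. C5ar1 passed under none and was 0.30 with the Rn45s covariate. For Il6 no alternative is given, because both groups were at or under the floor.

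The number of genes past both limits, 121, was 213 with edgeR by library size only, 214 with upper-quartile factors, 344 with no filter, 266 with a mean count of at least 10, 325 with the exact test, 355 with the likelihood ratio test, 215 with limma-voom, 271 with the quasi-likelihood test, 247 with limma on TMM-scaled CPM, 320 with CPM over the listed genes other than Rn45s, 42 with the Rn45s covariate and 10 with edgeR's test against a 2-fold change. With 1 library left out it ranged from 27 to 253, with 32 without Sema3G replicate 3 and 189 without PBS replicate 2. The number at the adjusted p limit alone, 182, was 108 with limma and no filter, 308 with edgeR by library size only, 304 with upper-quartile factors, 607 with no filter, 383 with a mean count of at least 10, 541 with the exact test, 609 with the likelihood ratio test, 309 with limma-voom, 383 with the quasi-likelihood test, 449 in the authors' deposited table, 351 with TMM-scaled CPM, 495 with CPM over the listed genes other than Rn45s and 42 with the Rn45s covariate, of which 5 were among the 182. With 1 library left out it ranged from 27 without Sema3G replicate 2 to 710 without Sema3G replicate 1, and was 32 without Sema3G replicate 3 and 99 without PBS replicate 1. Where PBS is left with 1 library, that library is assumed to vary like the others.

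The split of the calls moved with scaling, from 160 higher and 22 lower to 348 higher and 3 lower with TMM-scaled CPM. Without Sema3G replicate 1 it was 270 higher and 440 lower, and with the replicate block 298 and 275.

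The groups share replicate numbers 1 and 2 only, which give 2 pairs and do not pair the samples. The correlations of same-numbered libraries' deviations from their group means were 0.17 and 0.11. With the replicate block, 573 genes passed the adjusted p limit, and the log2 fold change of Snord89 was 4.42. The interferon list, at 0.33 above the median of all genes, passed in that fit (adjusted p = 0.0151 from camera).

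Among the genes named here whose sign changed, none was called in the main setting. With the Rn45s covariate Cxcl2 was -0.93, C1qa 0.60, Fcer1g 0.56, C5ar2 1.02, Nrp2 0.33 and Plxnd1 0.40. With CPM over the listed genes other than Rn45s Fcer1g was 0.016, Nrp2 0.048, Plxnd1 0.19 and Rnf149 0.013. Plxnd1 was 0.12 with DESeq2 and with TMM-scaled CPM, 0.068 by library size only, 0.072 with upper-quartile factors, 0.13 with edgeR and no filter, and 0.15 with a mean count of at least 10, the exact, likelihood ratio and quasi-likelihood tests and limma-voom. With 1 library left out the range was -0.59 to 0.041 for Fcer1g, -1.096 to 0.11 for C5ar2 and -0.31 to 0.13 for Plxnd1. For Cnot11 this range was -0.20 to 0.65, and its lowest value over all settings was -0.72.

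No list passed the limit in the main setting, and fry and camera with an estimated correlation called none. Values here are list medians minus the median of all genes in that setting. The direction reversed for proliferation with DESeq2 (-0.13), with edgeR and no filter (-0.14), with a mean count of at least 10 (0.025), in the authors' deposited table over rows with a UMI (-0.030), with TMM-scaled CPM (-0.00064), with CPM over the listed genes other than Rn45s (-0.015) and with fry (0.0045). It reversed for Myc targets with fry (0.075), for M2 with DESeq2 (-0.0065) and fry (0.042), and for interferon with the exact and likelihood ratio tests (0.043), in the authors' deposited table (0.010) and with fry (0.081). The test's direction and the median differ in sign in some of these. Fry tests a list against no change, not against other genes, and the all-gene shift enters it. The interferon list was 1.81 with the Rn45s covariate (adjusted p = 1.66e-17 from camera). With 1 library left out the lists ranged from -0.20 to 0.10 (proliferation), -0.015 to 0.081 (Myc targets), -0.42 to 0.77 (interferon), -0.16 to 0.064 (LPS response) and -0.13 to 0.27 (M2).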

Differences from the paper's values

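For Snord89, the paper's −log10 q is about 67 in Fig. 4B, read by eye, and the value from limma on log2(CPM + 1) was 6.37. Of the alternatives set before the data were examined, edgeR with no filter on the recovered counts gave 72.1 and the authors' deposited table gives 66.5, both within 1.5 times the paper's value. The others were outside it, from 3.12 with limma-voom to 20.4 with the likelihood ratio test, and 127 with the replicate block, which leaves 1 residual degree of freedom. The log2 fold changes of Snord89, Tlr8, Cd274 and C1qa read from that plot lie within 1 standard error of those computed here. No fold is compared for Il9, which had 0 UMIs with PBS.

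Fig. 4B draws Il9 as higher and C1qa as lower with Sema3G past its limits. Limma did not call either, with adjusted p values of 0.163 and 0.0820. Il9 was called with the replicate block, by edgeR with no filter and in the authors' deposited table. C1qa was called in these 3 settings, and also without PBS replicate 2 and without Sema3G replicate 1. Tlr8, Cd274 and Snord89, which the plot also draws as higher, were called here too. Cxcl2, Il6ra and Il7r, which the plot labels as well, were not called by limma. In the authors' deposited table their q-values were 0.00028, 0.0045 and 0.0063. They passed the adjusted p limit under 3, 13 and 12 of 23 alternatives.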

Other observations

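The test of mast cells and basophils and the comparison of summed markers with the summed rise were chosen only after the marker values were seen. The comparison of the interferon genes between the PBS libraries was made only after the values of the list were seen.

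More genes were called higher than lower with Sema3G when all 5 libraries were used, at 160 against 22. The split was 270 against 440 without Sema3G replicate 1 and 298 against 275 with the replicate block, and at an unadjusted p under 0.05 it was 689 higher and 1436 lower. The calls were more often higher than lower under 22 of the 23 alternatives, the exception being without Sema3G replicate 1. Scaling of the libraries is argued against as the whole cause, since at least 97.7% of the calls were higher with library size, upper-quartile or DESeq2 factors. Low counts are argued against, since 84.6% of the calls among genes above the median of mean CPM were higher. Cells of another type are argued against as the whole cause for the types with a marker list. The genes called higher summed to 6714 ± 1176 CPM (SD, n = 2) with PBS and 16982 ± 3337 CPM (SD, n = 3) with Sema3G, a rise of 10268 CPM, and cells that brought it would bring their own abundant transcripts. The summed markers did not rise beyond their spread, at 13.8 ± 0.130 and 7.88 ± 6.37 CPM (SD, PBS and Sema3G) for lymphoid cells (Cd4 the most abundant, at a mean of 5.22 CPM), 38.4 ± 14.9 and 28.2 ± 18.9 for dendritic cells (Bst2, 27.9), 47.7 ± 27.3 and 32.6 ± 11.5 for stromal cells (Acta2, 10.3) and 758 ± 201 and 585 ± 59.7 for neutrophils (Mmp8, 523). The neutrophil sum rests on a few abundant genes that would hide a small share, but the median neutrophil marker was at 0.150 CPM with Sema3G. Mast cell and basophil markers had no member abundant enough to test and summed to 0 CPM with PBS and 0.339 CPM with Sema3G (Gata2, 0.111). Among the tested members of the other lists, 3 lymphoid, 2 dendritic, 7 stromal and 4 neutrophil genes, 0% were called higher, which counts for little at these numbers. A small share of other cells is not excluded. An effect of Sema3G stays open, and so does a difference in library quality.

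The lists fixed in advance were not called as sets with all 5 libraries. Relative to the median of all genes, the medians were 0.0045 for proliferation (25 of 40 genes tested), 0.075 for Myc targets (38 of 40), 0.081 for interferon (27 of 30), -0.080 for LPS response (25 of 30) and 0.042 for M2 (12 of 20), with camera adjusted p between 0.647 and 0.789. Of their 127 tested members, 0 were called by limma, and 0 adjusted over the list alone, while 9 had an unadjusted p under 0.05. DESeq2 called 0, edgeR's quasi-likelihood test 2 and the authors' deposited table 3. All 27 tested interferon genes were lower in PBS replicate 2 than in PBS replicate 1, with a median log2 ratio of -1.36, and the list's relative median was 0.77 without PBS replicate 1 (adjusted p = 4.54e-07 from camera), -0.42 without PBS replicate 2 (adjusted p = 0.0301 from camera) and 0.33 without Sema3G replicate 3 (adjusted p = 0.0172 from camera). The ratio between the PBS libraries compares 2 libraries, not conditions.

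Nrp2, the receptor of Sema3G, was at 220 ± 50.0 CPM (SD, n = 2) with PBS and 183 ± 8.91 CPM (SD, n = 3) with Sema3G (log2 fold change -0.24, adjusted p = 0.465 from limma). Plxna1, Plxna2 and Plxnd1 were not called either (adjusted p = 0.302, 0.726 and 0.855 from limma), and Plxna3 was too rare to test. Sema3g and Plxna4 had 0 UMIs in every library. The largest falls past both limits were those of 1700037H04Rik, Nubp2, Idnk, Chchd1 and Uqcrc1, with log2 fold changes between -1.26 and -1.01, and the adjusted p of each rose above the limit without Sema3G replicate 2 and also without Sema3G replicate 3, with highest values between 0.193 and 0.261. Leaving out PBS replicate 1 also lost all of them, and leaving out PBS replicate 2 all but Nubp2.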
